A study of Mus musculus with 4 samples. Its data were reported in "Characterization of a strain-specific CD-1 reference genome reveals potential inter- and intra-strain functional variability" (2023).

How the data were processed

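Chromatin accessibility was measured by ATAC-seq in visceral adipose tissue of CD-1 mice, an outbred stock, at 8 weeks of age. In this assay a transposase inserts sequencing adapters into open chromatin, so that read pile-ups mark accessible sites. The series held 4 libraries in 2 groups of 2. The control group descended from dams given sesame oil, and the BPA group from dams injected with bisphenol A, a plasticiser, at 50 mg/kg on embryonic days 7.5 to 13.5. The labels and the study's text name different generations for the BPA animals, so the generation was left open here. The labels gave neither a batch nor the sex of the animals. The deposited lists were named after different patterns for control 1, control 2 and the BPA pair, and the list of BPA 2 carried another replicate number than its label.

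The authors trimmed the reads with trim_galore, mapped them to the mm10 genome with bowtie2, kept uniquely mapped reads, removed PCR duplicates and called peaks on each library alone with MACS2, without pooling. They deposited one peak list per library. In these lists the deposited score was 10 times the −log10 q-value, cut to a whole number. The deposited ratio was the fold of the read pile-up at the summit over the local background of the same library. The deposited −log10 p-value and −log10 q-value came from the Poisson model of the peak caller. The last deposited column was the distance of the summit from the start of the peak. The lowest −log10 q-value was between 1.30 and 1.31 in every list, which corresponds to a q-value threshold of 0.05. Other options of the peak caller, including the genome size and the read extension, were not stated. These scores, folds, p-values and q-values are the authors' own. Scores, folds and q-values served to describe, rank or filter peaks within a list, and the fold and p-value also served to recover the pile-up and local background of each peak.

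Overlaps were computed with bedtools 2.31.1 and statistics with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A peak was reproducible when it and a peak of the other replicate of its group each shared at least 50% of their length. The study's text asks for an overlap of the same size without saying of which peak. Reproducible peaks of both replicates were merged into regions. A region was group-specific when no peak of either library of the other group overlapped it by 1 bp or more. The same count was made for the 2 other splits of the 4 libraries into pairs. The Jaccard index is the number of bases covered in both libraries divided by the number covered in either.

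Promoters were 500 bp either side of the transcription start sites of curated RefSeq transcripts on GRCm38, the assembly that mm10 names. There were 45756 such transcripts with 31601 distinct start sites. All peaks lay within the chromosome lengths of that assembly. G+C content was computed from the same sequence. Fisher's exact test, two-sided, compared the promoter share of reproducible regions with that of single-replicate peaks across the peaks of a group. Single-replicate peaks were all peaks that were not reproducible, including those that overlapped a peak of the other replicate by less. Peaks are not replicates of a treatment, so the test describes these libraries only. Shares in single libraries carry a 95% Wilson interval, which covers counting error only.

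The lists hold no read totals. The whole-number pile-up at each summit and its local background were therefore solved from the authors' fold and p-value. The solution matched the p-value within a relative error of 1e-04 for 100% of peaks in each library after rounding. On simulated peaks the pile-up was recovered for 99.99% of 48448 values. Counts of reproducible, specific and merged regions on 30000 simulated sites came back without error in 9 of 9 checks. The lowest background of a library scales with its number of reads and with the read extension used in peak calling, so it serves as a rough measure of depth. The background of a peak was expressed as a multiple of the lowest of its own library before libraries were set side by side.

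With 2 libraries per group an exact permutation test cannot give a two-sided p-value under 0.333, and no test between groups was run. The groups, the comparisons between and within them, the alternatives in processing, the first marker lists and the rule for named regions were fixed before the data were examined, with the exceptions named here. The Y gene promoters, the comparisons by G+C content and most tests of explanations in the closing observations were chosen afterwards. Under that rule, the named regions were the 3 control-specific and the 3 BPA-specific regions on chromosomes 1 to 19 with the best rank. The rank of a region was the worse of its ranks by q-value in its 2 libraries, as a share of each list. The alternatives were a −log10 q-value of at least 5, chromosomes 1 to 19, equal numbers of peaks, the best 20000 peaks, other overlaps, other definitions of a specific region, a promoter of 1000 bp either side, the summit in place of the whole peak, and leaving out each library. A promoter set from GENCODE transcripts was chosen after seeing the data. Marker lists covered adipocytes, brown adipocytes, leukocytes, endothelium, mesothelium, epithelium, germ cells and hepatocytes. A second set of lists for endothelium, adipocytes, macrophages and fibroblasts with mesothelium was written later, before any value of its genes was examined. Reads, the CD-1 genome, the sperm data and the SNP lists of the study were not used here.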

Results

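ATAC-seq peak lists were examined for adipose tissue of 4 CD-1 mice, with 2 control libraries and 2 libraries from descendants of dams exposed to bisphenol A (BPA). The study used these libraries to check variants it had called in genomic DNA of this outbred stock. The first question was how many accessible sites each library gave and at what depth. Control 1 held 82665 peaks and control 2 held 88911. BPA 1 held 72375 peaks and BPA 2 held 98060. The group means were 85788 ± 4417 (SD, n = 2) in controls and 85217.5 ± 18162 (SD, n = 2) in BPA, a difference smaller than the spread between replicates. Requiring a −log10 q-value of at least 5 moved these means most, to 53359 and 69482. No interval was listed more than once in any library.

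Peak widths and depth varied more within the BPA group than between the groups. The median peak width was 567 bp in control 1, 456 bp in control 2, 540 bp in BPA 1 and 780 bp in BPA 2. Peaks covered 58.2 Mb, 50.4 Mb, 46.6 Mb and 87.1 Mb in the same order. The lowest local background behind a peak was 2.85 in control 1, 2.70 in control 2, 1.16 in BPA 1 and 3.80 in BPA 2, in units of overlapping extended reads. This value also grows with the length to which reads were extended in peak calling. Divided by the lowest peak width of each library as a stand-in for that length, and relative to BPA 1, it was 2.6 in control 1, 3.03 in control 2 and 2.63 in BPA 2, so that BPA 1 was the shallowest library either way. The median pile-up at the summit was 22 in control 1, 23 in control 2, 19 in BPA 1 and 38 in BPA 2.

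The next question was how many sites were shared by the replicates of a group. In controls, 41849 peaks of each replicate had a partner sharing at least 50% of both lengths, which was 50.6% of the peaks of control 1 and 47.1% of those of control 2. After merging they gave 41846 reproducible regions covering 38.6 Mb. In the BPA group 46234 peaks of each replicate had a partner, 63.9% of the peaks of BPA 1 and 47.1% of those of BPA 2. They gave 46234 reproducible regions covering 46.4 Mb. Keeping the best 20000 peaks of each library lowered the counts most, to 13117 regions in controls and 15439 in BPA.

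Whether the sites followed the treatment was then examined by asking which reproducible regions had no peak in the other group. There were 4871 control-specific regions, 11.6% of the reproducible control regions. There were 9222 BPA-specific regions, 19.9% of the reproducible BPA regions. The total of 14093 was set beside the other splits of the libraries into pairs. Pairing control 1 with BPA 1 and control 2 with BPA 2 gave 2723 specific regions. Pairing control 1 with BPA 2 and control 2 with BPA 1 gave 2283. The split by treatment thus gave 5.18 times as many specific regions as the largest other split. With 3 splits the share of splits as extreme cannot fall under 0.333, so no test on the splits could pass 0.05. The labels name no batch, so a batch that follows the treatment cannot be told apart from it. An overlap of at least 80% of both peaks left 1280 control-specific and 2596 BPA-specific regions, the largest move of the counts as a ratio. The largest move in number of regions came with another definition of the comparison set. So did the largest move, as a ratio, of the excess over the other splits. When a region had to lack only a reproducible peak of the other group, 17026 control-specific and 21563 BPA-specific regions were found, 1.47 times the total of the largest other split. Leaving out BPA 2 also raised the control-specific count, to 9698.

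**Figure D1:**
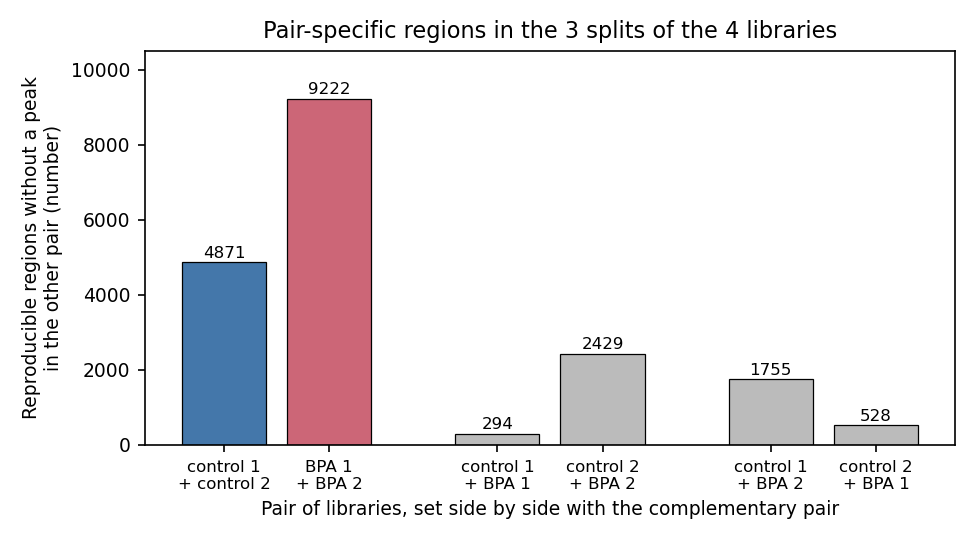
Bars give the number of reproducible regions of a pair of libraries (horizontal axis) that no peak of the complementary pair overlapped, for the 3 splits of the 4 libraries. The pair of controls (blue, 4871) and the BPA pair (red, 9222) stood above the 4 mixed pairs (grey), which lay between 294 and 2429.

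Specific regions were also counted among the best-ranked peaks. Of them, 127 control-specific and 497 BPA-specific regions lay in the best 25% of both lists by the authors' q-value. The 4 mixed pairs had 0, 0, 1 and 2 such regions.

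The overlap of whole libraries was compared to see whether libraries of a treatment were more alike than libraries of different treatments. The Jaccard index was 0.447 for the controls and 0.471 for the BPA libraries, a mean of 0.459 ± 0.0173 (SD, 2 pairs). The 4 pairs across groups ranged from 0.357 to 0.393, with a mean of 0.373 ± 0.0160 (SD, 4 pairs). The pairs share libraries and are not independent, so these SDs are descriptive. The difference of the means, 0.0856, was larger than either spread. It reached 0.135 with the best 20000 peaks and fell to 0.0609 when BPA 2 was left out. Over all libraries the peaks merged into 147146 regions. Of these, 38725 (26.3%) had a peak in all 4 libraries and 58093 (39.5%) in a single library.

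**Figure D2:**
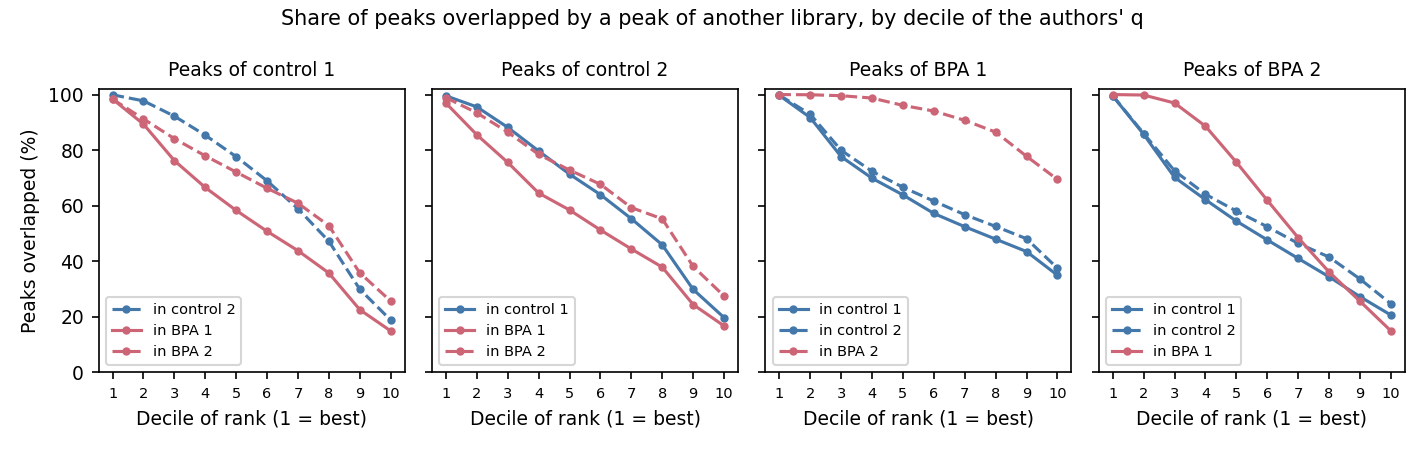
Each panel shows, for the peaks of one library, the percentage overlapped by a peak of each other library (blue, controls; red, BPA; solid line, replicate 1; dashed line, replicate 2) against the decile of rank by the authors' q-value, where 1 holds the best 10% of peaks. In the first decile at least 96.9% of peaks were overlapped in every comparison, and in the last decile of control 1 the share was 18.8% in control 2, 14.9% in BPA 1 and 25.7% in BPA 2.

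Promoters were examined next, as the study took 500 bp around start sites as promoters. The share of peaks at promoters was 16.5% in control 1 (Wilson interval 16.3 to 16.8%) and 15.3% in control 2 (15.0 to 15.5%). It was 19.4% in BPA 1 (19.1 to 19.7%) and 15.2% in BPA 2 (15.0 to 15.4%). The group means of 15.9% ± 0.875 (SD, n = 2) and 17.3% ± 2.96 (SD, n = 2) differed by 1.42 percentage points, less than the SD of the BPA replicates and more than that of the controls. The sign of this difference changed with a −log10 q-value of at least 5, where the BPA mean lay below the control mean by 2.34 percentage points. Among the best 20000 peaks, by contrast, promoters made up 47.3% and 43.0% of the control lists and 52.5% and 55.0% of the BPA lists.

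Reproducible regions lay at promoters more often than peaks without a partner in the other replicate, called single-replicate peaks here. Many of the latter still overlapped a peak of the other replicate, by too little to count as partners. In control 1 and control 2, 67.5% and 64.8% of peaks overlapped one, while 50.6% and 47.1% had a partner. In BPA 1 and BPA 2 these shares were 91.3% and 64.8% against 63.9% and 47.1%. In controls 25.9% of 41846 reproducible regions overlapped a promoter, against 6.44% of 87878 single-replicate peaks. The odds ratio was 5.06 (95% interval 4.89 to 5.24). In the BPA group the shares were 26.2% of 46234 regions and 6.15% of 77967 peaks, with an odds ratio of 5.43 (5.24 to 5.63). In both groups the two-sided p-value of Fisher's exact test lay below 2.23e-308, the smallest number the arithmetic could hold. Reproducible regions were also wider, with median widths of 829 bp and 931 bp against 366 bp and 528 bp. Judged by the summit alone the odds ratios were 5.54 and 6.03.

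Group-specific regions seldom lay at promoters. Of the control-specific regions 69 (1.42%, Wilson interval 1.12 to 1.79%) overlapped a promoter, and of the BPA-specific regions 418 (4.53%, 4.13 to 4.98%). Their base composition also differed. The median G+C content was 43.1% in control-specific and 49.0% in BPA-specific regions. All merged regions were divided into 5 bins of equal size by G+C content. In the lowest bin there were 1569 control-specific and 426 BPA-specific regions. In the highest bin there were 342 and 2529.

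**Figure D3:**
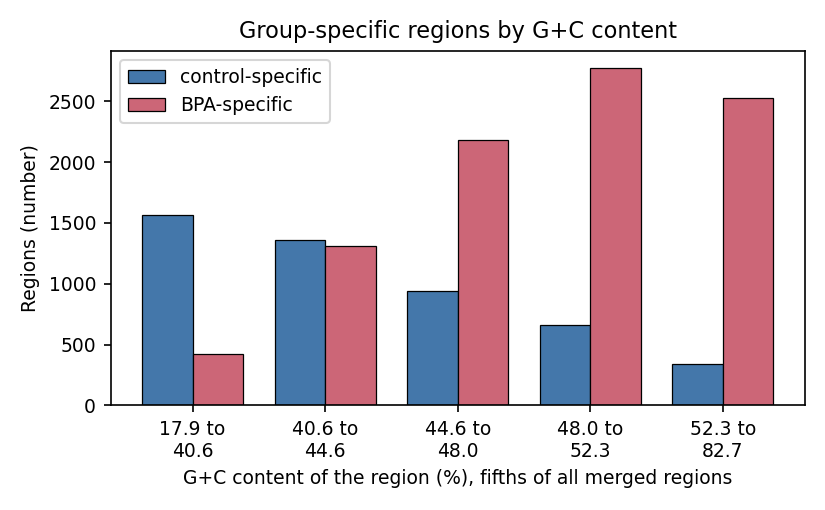
Bars give the number of control-specific (blue) and BPA-specific (red) regions in 5 bins of equal size by the G+C content of all merged regions, with the bounds of each bin in percent on the horizontal axis. Control-specific regions fell from 1569 to 342 and BPA-specific regions rose from 426 in the lowest bin to 2778 in the next to highest and 2529 in the highest.

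Peaks on the sex chromosomes were counted because the sex of the animals was not labelled. The X chromosome held 2.19% of the peaks of control 1 (Wilson interval 2.09 to 2.29%) and 2.15% of control 2 (2.05 to 2.25%). It held 1.71% of BPA 1 (1.62 to 1.81%) and 1.90% of BPA 2 (1.82 to 1.99%). The control and BPA intervals did not overlap, though they cover counting error only and not the spread between animals. As a share of covered bases the group means were 2.28% and 1.82%. The Y chromosome had 9, 5, 5 and 8 peaks in control 1, control 2, BPA 1 and BPA 2. The promoters of the Y genes Kdm5d, Eif2s3y, Uty and Ddx3y, chosen after seeing the data, had a peak in all 4 libraries.

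The best-ranked control-specific region lay on chromosome 2 from 78026332 to 78027138 (mm10), 807 bp in length. It was intergenic, and the nearest start site was that of 4930440I19Rik at 24302 bp from the summit. It ranked within the best 1.04% of peaks in control 1 and 0.216% in control 2. The authors' fold over local background there was 7.91 in control 1 and 7.03 in control 2. The reference sequence around its summit, from 78026855 to 78026895, reads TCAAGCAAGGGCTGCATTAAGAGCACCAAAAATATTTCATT. Its local background was 4.39 times the lowest background of the library in control 1 and 10.1 times in control 2. The region was part of a stretch of 180 kb, from 77869696 to 78050018, in which background was raised in the controls. The median over the peaks inside was 3.53 times the lowest background in control 1 (18 peaks) and 8.68 times in control 2 (25 peaks). It was 1.19 times in BPA 1 (5 peaks) and 1.79 times in BPA 2 (7 peaks).

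**Figure D4:**
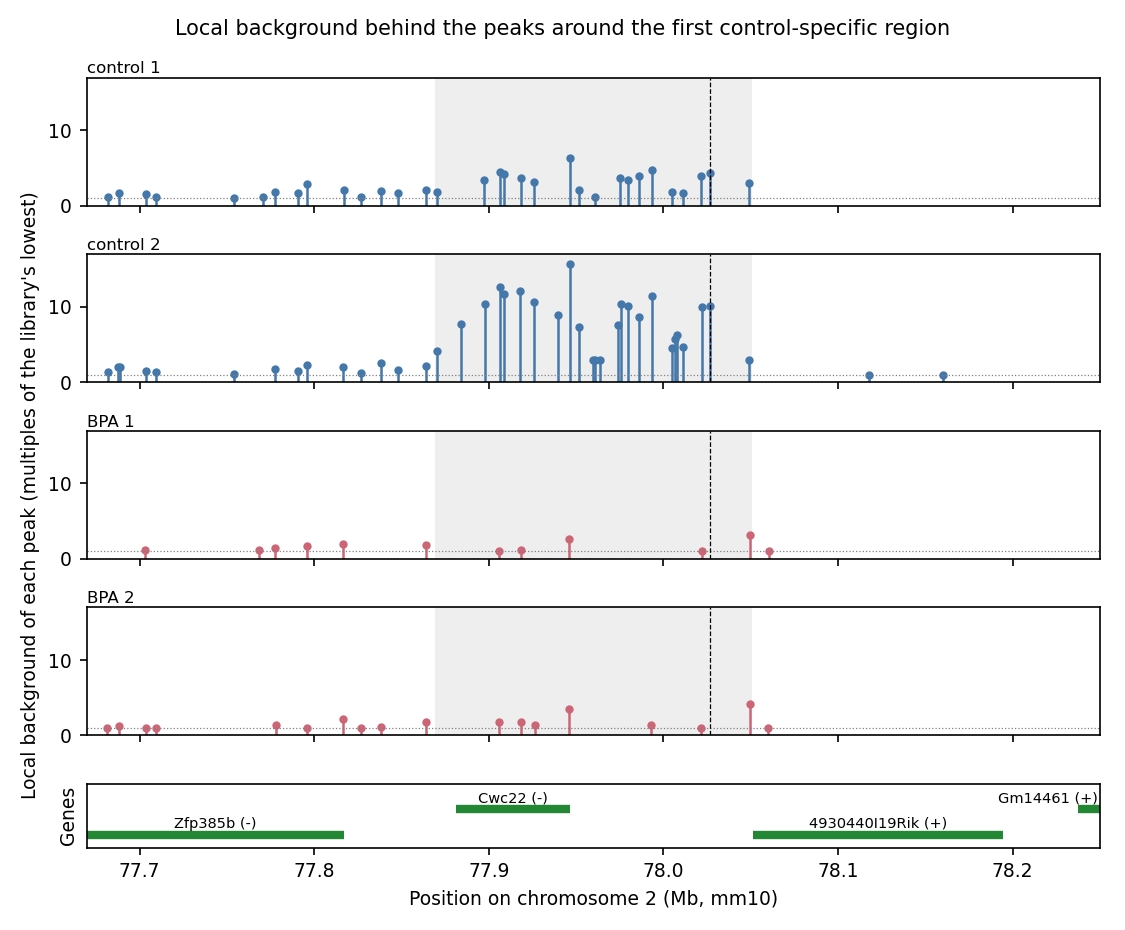
Each stem is a peak of one library on chromosome 2, placed at its position in Mb, with its local background as a multiple of the lowest background of that library on the vertical axis. The shaded stretch from 77869696 to 78050018 has median values of 3.53 in control 1, 8.68 in control 2, 1.19 in BPA 1 and 1.79 in BPA 2, the dashed line marks the best-ranked control-specific region, and green bars mark genes with their strand.

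The next control-specific regions were intergenic as well. The region on chromosome 9 from 81136047 to 81137248 ranked within the best 6.77% of both lists and lay 495423 bp from the nearest start site, that of D430036J16Rik. The region on chromosome 7 from 25884027 to 25884604 ranked within the best 7.40% and lay 13157 bp from the start site of Cyp2b10. The best-ranked BPA-specific region lay on chromosome 10 from 83871561 to 83872469. It was intergenic, 149170 bp from the start site of 1500009L16Rik, and ranked within the best 7.16% of both lists. The authors' fold was 14.0 in BPA 1 and 11.4 in BPA 2. The reference sequence from 83872015 to 83872055, around its summit, reads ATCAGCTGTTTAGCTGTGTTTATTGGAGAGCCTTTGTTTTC. The region on chromosome 17 from 31905609 to 31906455 was intergenic, 50139 bp from the start site of Sik1, and ranked within the best 9.59%. The region on chromosome 13 from 49371195 to 49372674 lay in intron 2 of Bicd2 and ranked within the best 9.89%.

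Promoters of genes chosen in advance were checked in each library. Ctcf, Esrra, Tcf7l2, Sp1, Fto, Actb and Gapdh had a promoter peak in all 4 libraries, and so did all 7 adipocyte genes, Adipoq, Plin1, Cidec, Lep, Fabp4, Pparg and Cebpa. No library had a peak at the hepatocyte genes Alb, Apoa1 and Ttr. Of the 4 germ cell genes only Dazl had a peak, in BPA 2. Of the brown adipocyte genes 2, 3, 1 and 3 of 3 had a peak in control 1, control 2, BPA 1 and BPA 2. For leukocyte genes these numbers were 3, 2, 2 and 2 of 6. For mesothelial genes they were 2, 2, 2 and 1 of 3, and for epithelial genes 2, 0, 2 and 2 of 3. The epithelial gene Cdh1 had a promoter peak in both BPA libraries and in neither control library. Its best promoter peak ranked at 66.6% and 50.2% of the BPA lists. Among the endothelial genes, Pecam1 (start site on chromosome 11 at 106715281) and Cdh5 (chromosome 8 at 104101625) had a promoter peak in both BPA libraries and in neither control library. Tek (chromosome 4 at 94739289) had one in all 4. Its best promoter peak ranked at 90.3% and 39.1% of the control lists and at 16.6% and 11.7% of the BPA lists. No test between groups was run, with 2 libraries each.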

Values the study reported

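The study selected 521 ATAC-seq peaks with a transcription factor motif that were irreproducible between control adipose replicates. Over its adipose and sperm samples together, it counted 2,759 reproducible peaks called only with mm10 and 2,512 called only with its CD-1 genome, together close to 5% of all reproducible peaks.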

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

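All alternatives here were fixed before the data were examined except the GENCODE promoter set. Of 132 alternative values, 94 were counted as kept, 36 moved further and 2 changed sign. Shares and differences were counted as kept within the spread between replicates, counts and the excess over other splits within 1.5 times, and odds ratios by their direction with a p-value of Fisher's exact test under 0.05. With this many peaks the rule for odds ratios says little about their stability. All were counted as kept, although they ran from 3.57 to 9.94 in controls and from 3.61 to 9.74 in BPA. Taking every deposited line as a peak changed nothing, since no interval was repeated, and says nothing about stability. A promoter share left with 1 library of its group stays within the spread between replicates by construction. Values of both kinds are among the 94 counted as kept. No paired analysis was possible because no model or test compared the groups, although both share replicate numbers. Leaving out a library leaves its group without reproducible regions, so those counts have no value there.

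A −log10 q-value of at least 5 lowered the mean number of control peaks to 53359 and the control-specific regions to 3005, while the BPA-specific regions rose to 10007. It moved the promoter share to 23.0% in controls and 20.7% in BPA, so the difference of BPA from control became -2.34 percentage points. The X share became 2.28% in controls and the Y share 0.00872% in BPA. The sign of the promoter difference also depended on BPA 1. Across the fits that each left out 1 library it ranged from -0.677 percentage points, without BPA 1, to 3.51, without BPA 2. The difference of 1.42 points with all libraries was smaller than the SD of the BPA replicates, 2.96, though larger than that of the controls, 0.875, and its sign is left open. With equal numbers of peaks in each library BPA stayed higher, by 1.26 percentage points, and by 8.67 with the best 20000 peaks. The cause of the sign changes was not tested further.

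Fewer peaks gave fewer reproducible regions by construction, while specific regions can rise or fall. With the best 20000 peaks of each library there were 13117 and 15439 reproducible regions in control and BPA, 2390 control-specific and 3380 BPA-specific regions. The treatment split then gave 9.97 times the largest other split, and the Jaccard difference was 0.135. Promoter shares were 45.1% and 53.8%, a difference of 8.67 percentage points. With equal numbers of peaks the Jaccard difference was 0.106 and the control promoter share 18.2%. Scoring merged regions by presence of a peak gave a Jaccard difference of 0.116. An overlap of 80% of both peaks left 16390 and 17574 reproducible, 1280 control-specific and 2596 BPA-specific regions. An overlap of 1 bp, and merging over all libraries, each gave 7842 control-specific regions. Setting regions against only the reproducible peaks of the other group gave 17026 and 21563 specific regions, and lowered the excess over the largest other split to 1.47 times. That excess stayed above 1 in every alternative run.

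Leaving out 1 library of the other group gave 6117 to 9698 control-specific regions, the higher value without BPA 2, and 12065 to 13561 BPA-specific regions. The count rises by construction, since fewer lists can overlap a region. The Jaccard difference ranged from 0.0609 to 0.0995 over these fits, and was lowest without BPA 2. The control promoter share was 17.1% with 1000 bp either side and 14.4% by summits. It was 20.6% with GENCODE promoters, and the BPA share 22.6%. Over covered bases the X share was 2.28% in controls, and the Y share 0.0128% in controls and 0.00967% in BPA. The odds ratio of a promoter in reproducible regions was between 3.57 and 9.94 in controls and between 3.61 and 9.74 in BPA over the alternatives that gave one. It was highest with an overlap of 1 bp in both groups, so its size depends on the overlap asked for.

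BPA 1 had the lowest background and the fewest peaks, so a missing peak in that library alone is weak evidence of a closed site.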

Other observations

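The tests on the second marker lists against random lists matched on the number of regions were set before the values of their genes were seen, though after the peaks at Pecam1, Cdh5 and Tek. The count over the 3 splits and the alternative with the best 20000 peaks were fixed before the data were examined, though their use as tests of an explanation was not. The other tests below were chosen after the results had been seen. The explanations are hypotheses.

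The split by treatment gave 5.18 times as many specific regions as the largest other split. It was the only 1 of the 3 splits to give as many, and 3 splits cannot give a share under 0.05. Unequal numbers of peaks were argued against as the cause, since the excess was 9.97 times with the best 20000 peaks of each library. Depth was not equalised by this. By the lowest background the other libraries were up to 3.29 times as deep as BPA 1. After division by the lowest peak width they were up to 3.03 times as deep. Unequal depth was argued against as the whole cause, since BPA 1 is on one side of every split, while the split by treatment gave 624 specific regions in the best 25% of both lists and the others 0 and 3. How far depth adds to the weaker specific regions stays open. Peak strength also differed between the groups. The median −log10 q-value was 6.28 in control 1 and 7.30 in control 2, against 8.97 in BPA 1 and 14.6 in BPA 2. Whether this difference adds to the excess was not tested. An excess was present in each of 5 bins of G+C content. From the lowest to the highest bin it was 4.62, 3.86, 4.82, 5.75 and 8.06 times, so its size varied with G+C content. A trend with G+C content can itself give an excess in the outer bins, so those decide nothing about it. The bin from 40.6 to 44.6% held similar numbers, 1358 control-specific and 1308 BPA-specific regions, and its excess was 3.86 times. That argues against the trend as the whole cause there, though a trend inside the bin was not removed. A sequencing or library batch that follows the treatment cannot be told apart from the treatment, because 0 of the 4 libraries carry a batch in their labels. The deposited lists of control 1, control 2 and the BPA pair were named after different patterns, which leaves separate handling of the groups open, and the list of BPA 2 carries another replicate number than its label. A difference between individual outbred animals and a treatment effect both remain open and untested.

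The libraries differed by G+C content in a way that reached beyond the specific regions. BPA-specific regions had a median G+C content 5.92 percentage points above that of control-specific regions. Promoters did not account for it, since the difference outside promoters was 5.80 points. In the 26280 regions outside promoters with a peak in all 4 libraries, the gain in rank from a control to a BPA library also rose with G+C content. Spearman's rho, across regions, was between 0.227 and 0.300 over the 4 pairs of a control and a BPA library. Within groups it was -0.00573 for the controls and -0.0912 for the BPA libraries. At promoters, over 12445 regions, it was between 0.307 and 0.395 across groups, -0.0641 for the controls and 0.208 for the BPA libraries. A shift with G+C content thus also appeared between the BPA replicates at promoters, smaller than across groups. Regions are not independent replicates. A library-wide difference tied to G+C content, such as amplification or sequencing conditions can give, is a candidate explanation, with a lowest rho of 0.227. A shift of accessibility toward G+C-rich sites in the tissue remains open as well.

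The lower X share in the BPA libraries may belong to the same trend. Across the 20 chromosomes, the log2 change of the mean share of peaks from control to BPA rose with the G+C content of the chromosome, with Spearman's rho of 0.928 (permutation p = 1e-05) and Pearson's r of 0.937 (permutation p = 1e-05). Both are the smallest p-values that 100000 permutations can give, and chromosomes are not replicates of the treatment. Without the 2 chromosomes farthest from the median G+C content, r was 0.923. The largest losses were on chromosome 3 (log2 change -0.28) and X (-0.26), and the largest gain was on chromosome 11 (0.30). A line through the 19 autosomes gave -0.41 for X, and the autosomes scattered around it with an SD of 0.045. X lost less than the line gives, by more than that SD. The G+C content of X, 39.3%, lies below that of every autosome, the lowest being chromosome 3 at 40.5%. The line was thus extended beyond its data, and the SD does not cover the error of that. Whether the trend alone gives the value of X stays open. The groups did not overlap on 17 of the 20 chromosomes, where chance gives 33.3% of chromosomes if libraries are exchangeable. The shares depend on each other and move together with G+C content, so many chromosomes can separate at once. The count is therefore not separate evidence of a difference between the groups. Animals of different sex were argued against, since all 4 libraries had a peak at the promoters of the 4 Y genes.

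Peaks at the Pecam1 and Cdh5 promoters were found in both BPA libraries only. A larger share of endothelial nuclei in the BPA tissue pieces was proposed as the cause and tested on 20 further endothelial genes, among them Kdr, Tie1, Erg, Emcn and Egfl7. A BPA-specific region lay within 20 kb of a start site for 16 of them and a control-specific region for 3. Over all 17646 genes the shares were 21.0% and 8.76%. The difference of 13 genes lay at the 99.99th percentile of 10000 random lists matched on the number of nearby regions, which had a median of 4. G+C content was argued against as the cause, since the list lay at the 99.955th percentile when the random lists were matched on it too. A lower share of adipocyte nuclei with every other cell type raised alike was also argued against. The 20 fibroblast and mesothelial genes lay at the 1.11th percentile, with 5 BPA-specific against 7 control-specific genes, and the 20 macrophage genes at the 45.5th. With G+C content matched too, these were the 3.55th and 61.3rd percentiles. The second adipocyte list lay at the 17.9th percentile. In all 12 lists were tested. Of those fixed in advance, the endothelial genes lay at the 86.8th percentile, epithelial at the 78.3rd, germ cell at the 45.5th, hepatocyte at the 42.8th, adipocyte at the 33.1st, brown adipocyte at the 32nd, mesothelial at the 27.7th and leukocyte at the 27.4th. Esam and Robo4, both on the second endothelial list, are neighbours and can share a region. Adipose tissue itself contains vessels, so these genes are not foreign to it. The data are consistent with more endothelial chromatin in the BPA pieces, by dissection or by a change in the tissue, and 2 animals per group cannot separate these. A shared regulatory change in endothelial cells remains open. The pattern of Pecam1 and Cdh5 was not confined to endothelial genes. The epithelial gene Cdh1 also had a promoter peak in both BPA libraries only, and no second epithelial list was tested.

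The stretch of 180 kb on chromosome 2 contains the gene Cwc22. Its raised background may reflect extra copies of the stretch in control animals, as outbred mice can differ in copy number. Its bounds, a run of control 2 peaks with background of at least 2.5 times the lowest, were set after the values were seen, so high values of control 2 inside it are given by construction. The bar for extra copies, that weak peaks inside reach the top 1% of all weak peaks of the library, was first set for both control libraries together. Control 1 missed it and control 2 met it, and the test was divided into 1 per library after that. In control 1, which did not set the bounds, the median weak peak inside was at 3.12 times the lowest background, and 4.98% of weak peaks were as high. In control 2 this share was 0.295%, which decides nothing because of how the bounds were set. Over the whole list, 0.281% of runs of as many peaks had a median background as high as the stretch in control 1, and 0.0304% in control 2. Control 2 had 3 runs of at least 25 peaks at 2.5 times the lowest background or more, so the length of the run was not unique. In both control animals extra copies cannot be told apart from a cluster of open sites. Reads of near-identical sequence placed there in every library were argued against, since the highest median inside was 1.79 in the BPA libraries. In a scan of 8781 windows of 100 kb, the lower control median was at least 2 times the higher BPA median in 7 windows, and the reverse held in 400. Of the 7 windows, 2 overlapped the stretch. The ratio was 2.89 in the window from 78000001 and 2.06 in the window from 77900001, with 2 and 5 windows as high, themselves included. The highest ratio, 3.24, was on chromosome 4 in the window from 16100001. Of the 127 control-specific regions in the best 25% of both lists, 2 lay in the stretch, among 7 control-specific regions there in all. An effect of treatment was not tested, and genotypes were not used here.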
